A study of Mus musculus with 9 samples. Its data were reported in "Overlap in signaling between Smoothened and the α subunit of the heterotrimeric G protein G13" (2018).

How the data were processed

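RNA was measured by strand-specific sequencing in 9 libraries of C3H10T1/2 cells, a mouse mesenchymal line, which had been exposed for 6 h to adenovirus encoding LacZ, SmoA1 or Gα13QL and then cultured for an additional 48 h according to the labels. SmoA1 is an activated form of the Hedgehog transducer Smoothened, Gα13QL is an activated form of the heterotrimeric G protein subunit Gα13, and LacZ encodes a bacterial enzyme that served as the control. Multiplicities of infection per the labels were 8 for LacZ, 10 for SmoA1 and 14 for Gα13QL. Each group held 3 libraries, which the labels describe as biological replicates from different days and passages.

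According to the submitters' processing notes and the study's methods, ribosomal RNA had been depleted and single reads of 100 bases had been aligned to the mouse genome build mm9 with STAR 2.5.1b. The authors then resampled the reads to equal numbers per library and summed them per gene, so that the deposited values are counts of sense-strand reads after resampling. The annotation release behind the table is not given in the sources used here. The table gave counts for 20241 genes, with symbols, identifiers and mm9 coordinates. Symbols shared by more than 1 gene (159 of them) were resolved to the gene with the most reads.

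Totals ranged from 3242358 to 3398076 reads per library. Genes were tested with limma 3.58.1 in R 4.3.3, by the voom method and moderated tests with 1 coefficient per group and no block, with the column total as library size. The filter was that of edgeR 4.0.16 (filterByExpr with a minimum count of 10), which left 11585 genes. P values were two-sided and were adjusted by Benjamini-Hochberg, separately for each comparison, and a gene was called at an adjusted p below 0.05. All 9 libraries entered a single fit, so that the spread was estimated from all groups. Values are resampled read counts per library, given as mean ± SD with n = 3, or log2 fold changes with their standard error (SE).

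For genes with 3 or fewer reads summed over the LacZ libraries the fitted fold depends on a prior count, so that folds are given from summed counts scaled by totals. Where the lower sum was 0, a floor was taken from an upper limit of 3 reads and printed as "at least". Where it was 1 to 3 reads, the ratio is given with its 95% interval from the exact binomial method. Reads carry no molecular identifiers, and intervals and floors cover counting error only.

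The model, the filter, 32 gene lists, the rule for named genes and the main alternatives were fixed before the data were examined. The rule took the genes that the study picked for its cell assays (Gli1, Akp3, Alpi, Alpl, Alppl2, Cebpa, Cebpb, Cebpd and Pparg) and the introduced genes Smo and Gna13. It also took, per comparison and direction, the 6 called genes with the largest change among those with a mean of at least 100 reads in the higher group and no overlap between the groups, and the 4 members of each list with the smallest p. Among the genes taken by this rule, a single one is not reported here, and not all of the others are named. The lists covered Hedgehog targets, Hedgehog machinery, SRF and MRTF targets, YAP and TAZ targets, immediate early genes, alkaline phosphatases, osteogenic, chondrogenic and adipogenic genes, fibroblast matrix genes, DNA replication and E2F targets, mitosis genes, p53 targets, interferon-stimulated genes, NF-kB and inflammatory genes, unfolded protein response genes, heat shock genes, cholesterol synthesis genes, TGF-beta and BMP targets, Wnt targets, cytosolic ribosomal protein genes and respiratory chain genes. Markers of other cell types formed further lists (intestinal epithelium, liver, neuronal, photoreceptor, skeletal muscle, germ cell and meiosis, blood cell, endothelial and epithelial markers, and olfactory and vomeronasal receptors).

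Lists with at least 3 tested members (30 of 32) were compared with all other tested genes by limma's camera with a preset correlation of 0.01, adjusted over 90 tests. An estimated correlation and limma's fry were alternatives. Of the 90 tests, 50 passed, 0 passed with the estimated correlation (8 did at an unadjusted p below 0.05), and 70 passed by fry. Every camera call printed here was therefore lost with an estimated correlation. Members of the marker lists and of the alkaline phosphatases that were near 0 reads in LacZ passed the filter only through reads in SmoA1 or Gα13QL. Their camera tests (24 tests with 15 passed, and 3 with 2 passed) therefore carry no weight and are not given with the results, and 33 of the 63 tests of other lists passed. Reads summed over all members of each marker list, tested or not, are given in their place, and were added after the data had been seen.

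The scripts were tested on simulated counts drawn from the real means and library sizes, with 50 genes changed at each fold. For SmoA1 against LacZ (11659 genes), 22% of genes changed 1.5-fold, 74% of those changed 2-fold and 100% of those changed 4-fold were called, and 12 of 160 calls were false (7.5%). For Gα13QL against LacZ (11191 genes) the shares were 22%, 78% and 98%, and 6 of 154 calls were false (3.9%). For Gα13QL against SmoA1 (11267 genes) they were 24%, 76% and 100%, and 14 of 164 calls were false (8.54%). In the data, 3135 genes were called higher and 1425 lower in SmoA1 than in LacZ, and 3894 and 4374 in Gα13QL. With so many changes, and a split that depends on the scaling, the simulated shares of recovered genes and false calls need not hold. The shares were not split by read count, so that they need not hold for genes with few reads. Among 200 random lists of 25 genes from simulated counts, camera gave an unadjusted p below 0.05 in 1.5%. Each gene was drawn independently there, so that this share does not cover lists whose members move together.

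Alternatives were TMM and DESeq2 1.42.0 size factors, edgeR quasi-likelihood and DESeq2 Wald tests, no filter, a filter of 50 reads in 3 libraries, an adjusted p below 0.2 as used by the study, a minimum change of 2-fold, a block for replicate number, fits with only the 2 groups compared, and leaving out each library. Totals without 7SK and Malat1, and a set of genes without those that were nearly silent in LacZ, were added as alternatives after the data had been seen. Reads of adenovirus and of LacZ were not used here. A newer mouse annotation was used only for strand and for transcript sequence, length and GC content, matched by gene identifier, and none of its coordinates were used. Neighbours were found from the mm9 coordinates of the deposited counts.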

Results

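Transcripts were counted for 20241 genes in 9 libraries of C3H10T1/2 cells, with 3 libraries for each of LacZ, SmoA1 and Gα13QL, and 11585 genes held enough reads to be tested. Totals after resampling were 3245052, 3242358 and 3243167 reads for LacZ replicates 1 to 3, 3269647, 3265806 and 3261490 for SmoA1, and 3299005, 3398076 and 3336984 for Gα13QL. The groups lay in the same order on several measures. The small nuclear RNA 7SK, which regulates transcription elongation, took 0.579 ± 0.0475% of reads in LacZ, 1.32 ± 0.126% in SmoA1 and 3.71 ± 1.5% in Gα13QL (mean ± SD, n = 3). Genes with at least 1 read numbered 14086 ± 26, 15187 ± 133 and 16389 ± 504. On the leading principal component, which held 79.7% of the variance, LacZ libraries lay between -90.1 and -88.4, SmoA1 between -8.51 and 5.63, and Gα13QL between 63.4 and 125. Gα13QL replicate 2 stood apart from the others, with 5.3% of reads in 7SK and 12.4% in its 10 most abundant genes.

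Transcripts for the introduced genes did not check the labels. Reads for Smo (ENSMUSG00000001761, mm9 chromosome 6, 29685494 to 29711565) were 688 ± 24.2 in LacZ, 666 ± 44.2 in SmoA1 and 460 ± 97.9 in Gα13QL. The log2 change in SmoA1 was -0.06 (95% interval -0.37 to 0.26, adjusted p = 0.771 by limma-voom), although the introduced sequence was of mouse origin. The study describes reads next to the introduced genes as fewest with SmoA1, and the interval for Smo allows a rise of up to 1.19-fold. Gna13 reads (ENSMUSG00000020611, mm9 chromosome 11, 109223945 to 109262883) were 465 ± 21, 461 ± 28.9 and 502 ± 75.7, with a log2 change of 0.06 in Gα13QL (95% interval -0.19 to 0.30, adjusted p = 0.662), where the introduced sequence was human and its reads need not map to the mouse gene. Directions below therefore refer to the libraries as labelled.

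The comparison of SmoA1 with LacZ asked which transcripts differed between libraries with these labels, whether through an activated Smoothened or the virus. Libraries labelled SmoA1 held more transcripts for DNA replication and mitosis, more transcripts for alkaline phosphatases, and fewer transcripts for extracellular matrix and for cartilage and bone regulators. Of 32 DNA replication and E2F targets, 31 rose, with a median log2 change of 1.42 relative to the median of all genes. Of 29 fibroblast matrix genes, 22 fell (26 adjusted over the list alone), with a median of -0.82 relative to all genes. Transcripts for Akp3 increased from 1 read summed over the LacZ libraries to 713 ± 75.1 reads per SmoA1 library.

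Among the genes that the study had picked for its cell assays, 3 alkaline phosphatases rose in SmoA1. They lie close together on mm9 chromosome 1: Alppl2 (ENSMUSG00000026246, 88983065 to 88986703), Alpi (ENSMUSG00000079440, 88994379 to 88998381) and Akp3 (ENSMUSG00000036500, 89021383 to 89024687). Akp3 reads rose 2120-fold (95% interval 381 to 83900) and Alpi reads, from 2 summed in LacZ to 425 ± 47.6, rose 633-fold (175 to 5230). Alppl2 had 0 reads in LacZ and 99.3 ± 13.1 in SmoA1, an increase of at least 98.7-fold. The adjusted p values by limma-voom were 4.72e-06, 4.72e-06 and 1.91e-06. The list and these genes were chosen by the study on these samples, so that their count (3 of 3, also adjusted over the list alone) is not independent evidence. Alpl, the tissue-nonspecific phosphatase of bone, had 1 read summed in LacZ and 1 in SmoA1 and was not tested. Gli1 (ENSMUSG00000025407, mm9 chromosome 10, 126766745 to 126778845), a direct Hedgehog target, had 2.67 ± 1.53 reads in LacZ and 3.33 ± 2.31 in SmoA1. Its log2 change of 0.25 (95% interval -1.14 to 1.64, adjusted p = 0.782) left open increases of up to 3.12-fold, and a change within that interval was not detectable at this depth. Transcripts for the adipogenic regulators Cebpa, Cebpb and Pparg fell, from 50 ± 12 to 16.3 ± 3.51 reads (adjusted p = 0.00273), from 49.3 ± 4.73 to 26.7 ± 5.51 (adjusted p = 0.016) and from 103 ± 3.06 to 71.3 ± 5.69 (adjusted p = 0.0188). Cebpd, with 121 ± 20 and 73 ± 11.5 reads, did not pass (log2 change -0.73, adjusted p = 0.0517).

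Transcripts of the cell cycle increased in SmoA1. The DNA replication list passed camera (adjusted p = 3.15e-13, adjusted p = 0.358 with an estimated correlation). Transcripts for Pola1, the catalytic subunit of DNA polymerase alpha, increased from 198 ± 32.3 to 690 ± 51 reads, and those for Ccne2, a cyclin of S phase entry, from 150 ± 39.4 to 658 ± 26.2. The replicative helicase subunits Mcm7 and Mcm6 rose by log2 changes of 1.80 (SE 0.14) and 1.65 (SE 0.14). Of 26 mitosis genes, 21 rose (camera adjusted p = 1.86e-06, adjusted p = 0.399 with an estimated correlation), among them the ubiquitin-conjugating enzyme Ube2c, the checkpoint kinase Bub1, the spindle motor Kif11 and the topoisomerase Top2a (log2 changes 1.57, 1.48, 1.26 and 1.12). Replication-dependent histones also stood among the largest increases by rule, with Hist1h2ak at 10.3 ± 1.15 and 123 ± 8.08 reads, Hist1h4d at 78.3 ± 9.45 and 661 ± 79.8, and Hist1h4c at 23.7 ± 11 and 159 ± 22.5. Copies of histone genes are nearly identical, so that reads may be assigned to the wrong copy. Tmem20 rose from 16.3 ± 7.37 to 114 ± 13.5 reads.

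Transcripts for ribosomal and respiratory proteins increased by less. Of 42 cytosolic ribosomal protein genes, 28 rose (30 rose and 1 fell adjusted over the list alone; camera adjusted p = 7.57e-05, adjusted p = 0.534 with an estimated correlation). With TMM factors 16 rose and 1 fell, and with DESeq2 size factors 7 and 1, so that this count depended on the scaling. Rpl8, a protein of the large subunit, increased from 1703 ± 80.2 to 3758 ± 29.5 reads, and Rpl18 and Rps18 each had a log2 change of 0.84 (SE 0.13 and 0.14). Of 38 respiratory chain genes, 17 rose (18 adjusted over the list alone; 11 with DESeq2 size factors; camera adjusted p = 0.00418, adjusted p = 0.358 with an estimated correlation), including Cyc1 and Cox6a1 (log2 changes 0.80 and 0.91).

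Transcripts for matrix and skeletal differentiation decreased in SmoA1. The fibroblast matrix list passed camera (adjusted p = 3.15e-13, adjusted p = 0.358 with an estimated correlation). Transcripts for periostin, Postn, fell from 17970 ± 1660 to 7521 ± 527 reads, those for the proteoglycan biglycan, Bgn, from 8989 ± 36.6 to 4801 ± 294, and those for the receptor Pdgfra and the proteoglycan decorin, Dcn, by log2 changes of -1.59 and -2.45. Of 12 chondrogenic genes, 10 fell and 1 rose, the same as adjusted over the list alone (camera adjusted p = 1.01e-06, adjusted p = 0.358 with an estimated correlation). Sox9, the master regulator of cartilage, dropped from 869 ± 61.2 to 203 ± 28 reads, its partner Sox6 from 87 to 13 ± 8.19, and Col9a1 from 342 ± 44 to 71.3 ± 20.6. Col11a2 was the member that rose, from 20.3 ± 5.69 to 73 ± 15.5 reads. Of 13 osteogenic genes, 9 fell, also adjusted over the list alone (camera adjusted p = 6.87e-06, adjusted p = 0.358 with an estimated correlation), including Runx2, the regulator of the osteoblast lineage, from 93.3 ± 14 to 36 ± 6 reads. The osteoclast decoy receptor Tnfrsf11b and osteopontin, Spp1, fell by log2 changes of -1.25 and -1.51. Of 16 adipogenic genes, 7 fell and 1 rose (8 fell and 1 rose adjusted over the list alone, 11 fell and 2 rose without Gα13QL replicate 2; camera adjusted p = 0.000498, adjusted p = 0.358 with an estimated correlation), including Ebf1 and the lipid droplet gene Plin4. The list holds 4 factors chosen by the study on these samples and is not independent evidence.

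Among signalling lists, the Hedgehog targets, the TGF-beta and BMP targets and the YAP and TAZ targets passed camera, each with the direction down. Of 13 Hedgehog targets, 4 fell, also adjusted over the list alone (camera adjusted p = 0.029, adjusted p = 0.385 with an estimated correlation). These were the BMP antagonist Grem1, the Wnt antagonist Sfrp1, the cyclin Ccnd1 and the growth factor binding protein Igfbp4, with log2 changes of -0.77, -1.35, -0.71 and -1.51. The Hedgehog targets Gli1 and Ptch1 were not among them, with log2 changes of 0.25 and 0.02 (95% interval for Ptch1 -0.45 to 0.5). The direction of the list therefore does not describe Gli1 or Ptch1. Of 17 genes of the Hedgehog machinery, the co-receptors Boc, Cdon and Gas1 fell (log2 changes -1.73, -0.93 and -1.05) and the ciliary gene Evc rose (0.54), the same adjusted over the list alone (camera adjusted p = 0.0625). Of 15 TGF-beta and BMP targets, 6 fell and 1 rose, also adjusted over the list alone (camera adjusted p = 0.00257, adjusted p = 0.358 with an estimated correlation), including Tgfb3 from 611 ± 39.5 to 275 ± 16.4 reads. Of 22 YAP and TAZ targets, 7 fell and 3 rose, also adjusted over the list alone (camera adjusted p = 0.021, adjusted p = 0.57 with an estimated correlation), and the count lower ranged from 3 without SmoA1 replicate 1 to 9 without Gα13QL replicate 2, and with DESeq2 size factors 9 fell and 1 rose. Tissue factor, F3, fell from 743 ± 28.2 to 226 ± 30.8 reads. Of 7 Wnt targets, 2 fell and 1 rose (3 fell and 1 rose adjusted over the list alone; camera adjusted p = 0.054). Of 23 SRF and MRTF targets, 3 rose and 1 fell, also adjusted over the list alone (camera adjusted p = 0.893), and with DESeq2 size factors 2 rose and 3 fell and their median log2 change went from 0.13 to 0.00, while camera's direction was down. Of 21 immediate early genes, 7 rose and 2 fell, also adjusted over the list alone (camera adjusted p = 0.518), with increases for Jun from 179 ± 36.9 to 591 ± 24.5 reads and for Atf3 from 12.3 ± 2.31 to 94 ± 9.85. Without Gα13QL replicate 2, 7 SRF and MRTF targets rose and 4 fell, 3 genes of the Hedgehog machinery rose and 5 fell, 3 TGF-beta and BMP targets rose and 8 fell, and 9 immediate early genes rose and 4 fell (6 and 4 with DESeq2 size factors). The Wnt target that rose was not called without LacZ replicate 1.

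Among lists of stress and defence, only the interferon-stimulated genes passed camera. Of 23 interferon-stimulated genes, 2 fell, with a log2 change of -0.80 for the GTPase Gbp3, and adjusted over the list alone 0 were called by limma-voom against 3 at an unadjusted p below 0.05 (camera adjusted p = 0.0332, adjusted p = 0.551 with an estimated correlation). Of 21 p53 targets, 6 rose and 4 fell, also adjusted over the list alone (camera adjusted p = 0.659), with a median log2 change of 0.08 that went to -0.05 with DESeq2 size factors, and camera's direction was down. Among them the polymerase Polk and the apoptosis gene Bax rose (1.00 and 0.69) and Trp53inp1 fell (-1.02). Of 16 NF-kB and inflammatory genes, 3 rose and 3 fell (4 and 3 adjusted over the list alone, 2 and 5 with TMM and with DESeq2 size factors; camera adjusted p = 0.203), with a median of -0.11, a mean of 0.22 and camera's direction down. The adhesion molecule Vcam1 fell from 708 ± 6.35 to 183 ± 22.3 reads and the protease Mmp9 rose 61.6-fold from 1 summed read (95% interval 10.7 to 2470). Of 21 unfolded protein response genes, 5 rose and 2 fell, also adjusted over the list alone (camera adjusted p = 0.98), with 3 and 2 with TMM factors and 2 and 5 with DESeq2 size factors, where the median went from 0.04 to -0.08, and camera's direction was down. Of 13 heat shock genes, 3 rose and 2 fell, also adjusted over the list alone (camera adjusted p = 0.48), including the chaperone Hsp90aa1 from 1712 ± 153 to 4748 ± 360 reads. Of 21 cholesterol synthesis genes, Hsd17b7 fell (log2 change -0.66), and adjusted over the list alone 0 were called by limma-voom against 1 at an unadjusted p below 0.05, while 2 fell with TMM or DESeq2 size factors (camera adjusted p = 0.2). Several of these small counts moved by over 1.5 times when 1 library was left out, and without Gα13QL replicate 2 the interferon list held 4 lower and 1 higher, the NF-kB list 5 and 5, the heat shock list 2 and 6, the cholesterol list 3 and 2, and the unfolded protein response list 6 and 7.

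The largest decreases by rule were in Fam107a, Angptl1, Pi15, the chemokine Ccl9, the growth factor Igf1 and the collagen Col8a1. Angptl1 dropped from 481 ± 27.3 to 49.3 ± 26.6 reads, Igf1 from 1169 ± 210 to 122 ± 31.3, and Col8a1 from 1196 ± 63 to 145 ± 32.7 (log2 changes -3.47, -3.29 and -3.08, each with an SE of at most 0.34).

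Markers of other cell types, most of them at 0 to 3 summed reads in LacZ, gained reads in SmoA1. Summed over all members in the table, tested or not, the 15 intestinal epithelium markers held 29.7 ± 10.8 reads per LacZ library and 149 ± 14.4 per SmoA1 library, the 21 skeletal muscle markers 56.3 ± 10.6 and 161 ± 14.8, the 22 germ cell and meiosis markers 29 ± 5 and 109 ± 14.4, and the 23 epithelial markers 20.3 ± 0.577 and 70 ± 13. The 18 photoreceptor markers went from 30.7 ± 8.5 to 91 ± 5.2 reads, the 11 liver markers from 1 ± 1 to 27.7 ± 8.62 and the 20 neuronal markers from 252 ± 27.4 to 329 ± 31. The 15 blood cell markers had 45 ± 2 and 58.3 ± 6.51 reads, the 82 olfactory and vomeronasal receptors 21.7 ± 4.93 and 26.3 ± 10.1, and the 12 endothelial markers fell from 595 ± 25.5 to 479 ± 11.1. Members near 0 reads in LacZ were tested only if they held reads in SmoA1 or Gα13QL, so that counts of tested markers favour increases. Of tested members, 6 of 7 intestinal, 7 of 11 muscle, 5 of 7 germ cell, 5 of 9 neuronal, 4 of 6 photoreceptor and 3 of 3 epithelial markers and the 1 liver marker were higher and 0 lower, the same adjusted over the list alone except for 1 intestinal and 1 muscle marker that then fell. Blood cell (4 higher and 1 lower of 6), endothelial (6 and 1 of 8) and olfactory and vomeronasal members (1 and 1 of 2) kept their counts adjusted over the list alone, and with DESeq2 size factors 4 endothelial markers were higher and 2 lower. The microvillus protein gene Vil1 had 30.3 ± 5.13 reads, at least 30.1-fold, the lactase gene Lct 45.3 ± 3.21, 135-fold (95% interval 23.8 to 5370), and the calcium release channel gene Ryr1 51.7 ± 13.3, at least 51.3-fold. Msh4 rose by at least 18.2-fold and the liver gene Asgr1 58.6-fold (95% interval 10.1 to 2350). Most of these sums moved with the share of 7SK, which was 1.32 ± 0.126% in SmoA1 against 0.579 ± 0.0475% in LacZ, and with reads summed over 6816 genes nearly silent in LacZ, which took 0.0308% of LacZ, 0.227% of SmoA1 and 0.761% of Gα13QL reads.

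**Figure D1:**
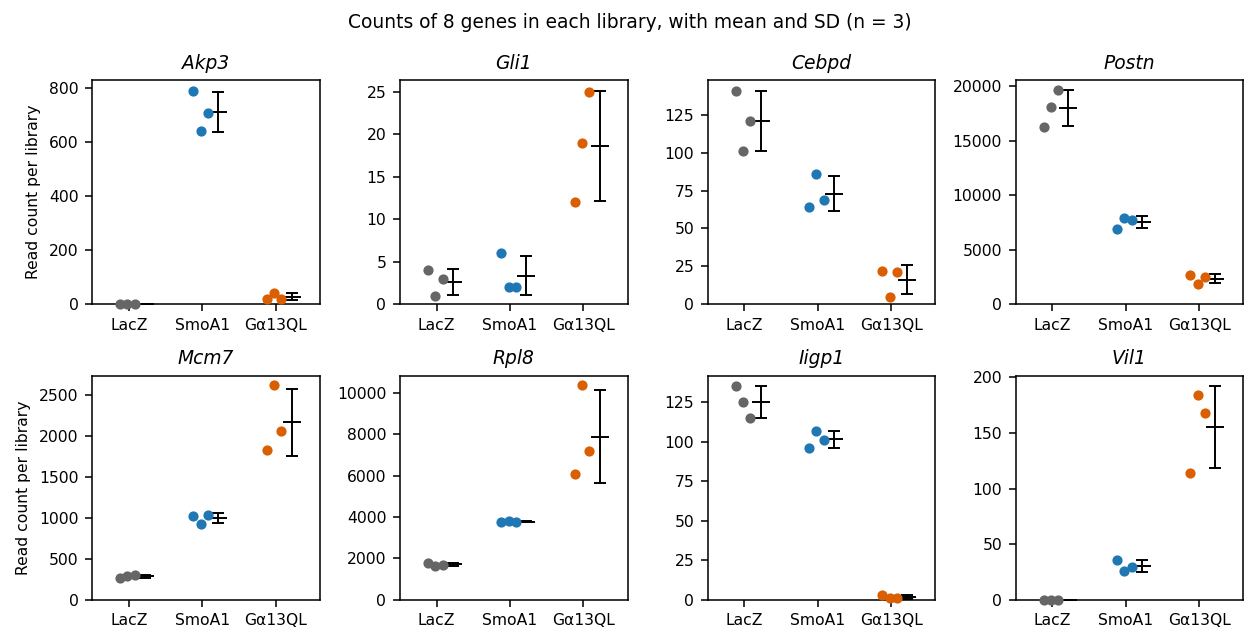
Reads per library (vertical axes, resampled read counts) for Akp3, Gli1, Cebpd, Postn, Mcm7, Rpl8, Iigp1 and Vil1 in LacZ, SmoA1 and Gα13QL, with points for libraries and bars for the mean and SD of 3 libraries. Akp3 was highest in SmoA1 (mean 713 reads), Gli1 in Gα13QL (18.7), and Postn fell from 17970 to 7521 and 2329.

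With limma-voom, 3135 genes were higher in SmoA1, 1425 were lower and 7025 did not pass. The split depended on the scaling, with 2670 higher and 1924 lower with TMM factors and 2285 higher and 2208 lower with DESeq2 size factors, and the median log2 change of all genes moved from 0.14 to 0.06 and 0.02. Without Gα13QL replicate 2, whose spread enters the shared variance, 2397 genes were lower.

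The comparison of Gα13QL with LacZ asked which transcripts differed between libraries with these labels, whether through the introduced protein or the virus. Libraries labelled Gα13QL also held more transcripts for DNA replication, mitosis and ribosomal proteins and fewer for matrix and skeletal regulators, and in addition fewer transcripts for interferon-stimulated genes. All 23 interferon-stimulated genes fell, with a median log2 change of -1.94 relative to all genes. Of 29 fibroblast matrix genes 27 fell (median -1.70 relative to all genes), and of 32 DNA replication and E2F targets 28 rose (median 1.65 relative to all genes). The share of 7SK was 3.71 ± 1.5% in Gα13QL and 5.3% in replicate 2, and the counts without that library are given beside the lists it bears on.

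Gli1 transcripts increased in Gα13QL to 18.7 ± 6.51 reads (log2 change 2.64, SE 0.53, adjusted p = 0.00101). Akp3 rose to 27 ± 13 reads, 78.6-fold (95% interval 13.7 to 3140, adjusted p = 2.18e-05), and Alpi and Alppl2 had 0 reads. Akp3 was among the genes with under 1 read per LacZ library, whose summed reads rose from 999 ± 32 to 25500 ± 10400 per library. Gli1, at 2.67 ± 1.53 reads in LacZ, lay above that limit but was also low there. Of the alkaline phosphatases 1 of 3 rose, also adjusted over the list alone, which is not independent evidence. Transcripts for Cebpa, Cebpb and Cebpd fell to 12.7 ± 5.69, 14.3 ± 5.51 and 16 ± 9.54 reads (log2 changes -2.05, -1.86 and -3.17, adjusted p = 0.000281, 0.000208 and 5.47e-05). Pparg had 90 ± 12.1 reads and did not pass (log2 change -0.24, adjusted p = 0.161).

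Interferon-stimulated transcripts fell together (23 of 23, also adjusted over the list alone; camera adjusted p = 3.99e-06, adjusted p = 0.358 with an estimated correlation). Transcripts for the antiviral gene Ifit3 dropped from 145 ± 5.2 to 7.67 ± 2.31 reads, for Ifi44 from 55.7 ± 10.5 to 3 ± 1, and for Gbp3 from 68.3 ± 3.06 to 3.33 ± 3.21. The immunity-related GTPase Iigp1 was the largest decrease by rule, from 125 ± 10 to 1.67 ± 1.15 reads (log2 change -6.02, SE 0.38, adjusted p = 9.46e-07). Without Gα13QL replicate 2, 21 of the interferon list were lower.

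Cell cycle and ribosomal transcripts increased. The 28 of 32 DNA replication and E2F targets that rose (also adjusted over the list alone) passed camera (adjusted p = 1.09e-07, adjusted p = 0.385 with an estimated correlation). Mcm7 increased to 2160 ± 409 reads from 283 ± 18.6, the clamp loader Rfc4 to 348 ± 48 from 51.7 ± 10.5, and Pola1 and Ccne2 to 742 ± 52.9 and 639 ± 33.3. Of 26 mitosis genes, 18 rose, also adjusted over the list alone (camera adjusted p = 0.000173, adjusted p = 0.507 with an estimated correlation), including Aurka and Bub1 (log2 changes 2.23 and 2.12). Of 42 cytosolic ribosomal protein genes, 37 rose and 1 fell (37 and 2 adjusted over the list alone; camera adjusted p = 2.19e-08, adjusted p = 0.385 with an estimated correlation). Rpl8 rose to 7882 ± 2240 reads and Rps2 to 5991 ± 2360 from 1341 ± 14.6. Of 38 respiratory chain genes, 17 rose and 4 fell (17 and 3 adjusted over the list alone, 17 and 2 without LacZ replicate 2; camera adjusted p = 0.0147, adjusted p = 0.358 with an estimated correlation), with Atp5b, a subunit of ATP synthase, from 4285 ± 81.7 to 12940 ± 2960 reads. Without Gα13QL replicate 2, 29 replication, 24 mitosis and 37 ribosomal protein genes were higher.

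Matrix and skeletal transcripts decreased in Gα13QL. The matrix list passed camera (27 of 29, also adjusted over the list alone, adjusted p = 8.85e-10, adjusted p = 0.358 with an estimated correlation). Postn fell to 2329 ± 400 reads, the collagen gene Col1a2 from 14570 ± 1030 to 4469 ± 893, and the protease inhibitor Timp3 from 5581 ± 122 to 395 ± 192. Of 12 chondrogenic genes, 11 fell and 1 rose, also adjusted over the list alone (camera adjusted p = 0.000569, adjusted p = 0.358 with an estimated correlation). Sox9 fell to 49 ± 29.5 reads and Col10a1, a collagen of hypertrophic cartilage, from 1234 ± 87 to 114 ± 32, while Col11a2 rose to 216 ± 58.6. Of 13 osteogenic genes, 11 fell, also adjusted over the list alone (camera adjusted p = 0.000452, adjusted p = 0.358 with an estimated correlation), with Spp1 from 476 ± 85.2 to 20.7 ± 13.6 reads and Tnfrsf11b from 1182 ± 120 to 101 ± 53. Of 16 adipogenic genes, 10 fell and 2 rose (11 and 2 adjusted over the list alone; camera adjusted p = 0.0312, adjusted p = 0.437 with an estimated correlation), and Fasn, the fatty acid synthase gene, was among those that rose (log2 change 0.53). The adipogenic list includes the factors chosen by the study and is not independent evidence. Without Gα13QL replicate 2, 28 matrix, 11 chondrogenic and 10 osteogenic genes were lower.

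Signalling lists were mostly lower. Of 13 Hedgehog targets, 9 fell and 1 rose, which was Gli1, also adjusted over the list alone (camera adjusted p = 0.0324, adjusted p = 0.385 with an estimated correlation). Sfrp1 fell to 124 ± 65.9 reads from 1206 ± 49.3, Ccnd1 to 175 ± 61.9 from 961 ± 57.5, and Ccnd2 by a log2 change of -2.62. Ptch1 did not fall, with a log2 change of 0.44 (95% interval -0.01 to 0.9). Of 17 genes of the Hedgehog machinery, 9 fell and 2 rose, also adjusted over the list alone (camera adjusted p = 0.0733), with Boc at 82 ± 41.1 reads and Gas1 at 295 ± 182. Of 22 YAP and TAZ targets, 17 fell and 4 rose, also adjusted over the list alone (camera adjusted p = 0.0128, adjusted p = 0.551 with an estimated correlation), with Fstl1 from 14280 ± 251 to 3149 ± 1340 reads, and 2 rose without LacZ replicate 3. Of 23 SRF and MRTF targets, 14 fell and 3 rose, also adjusted over the list alone (camera adjusted p = 0.125), with Cald1 from 3938 ± 278 to 1249 ± 300 reads and an increase of the integrin adaptor Tln1 (log2 change 0.68), with 12 and 6 with DESeq2 size factors, and 13 and 7 without Gα13QL replicate 2. Of 15 TGF-beta and BMP targets, 12 fell and 1 rose (12 and 2 adjusted over the list alone; camera adjusted p = 0.00372, adjusted p = 0.358 with an estimated correlation), with Tgfb3 at 73.7 ± 15.6 reads. Of 7 Wnt targets, 5 fell, also adjusted over the list alone (camera adjusted p = 0.0381, adjusted p = 0.399 with an estimated correlation), including Wisp1 from 724 ± 27.2 to 72.3 ± 34.2 reads. Of 21 immediate early genes, 8 rose and 9 fell, also adjusted over the list alone (camera adjusted p = 0.812), with 5 lower without LacZ replicate 1, and their median log2 change of 0.00 went to 0.13 with DESeq2 size factors. Fosb and Atf3 rose (3.71 and 3.55) and Klf2 and Myc fell (-2.62 and -2.24).

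Stress lists were divided. Of 21 p53 targets, 11 fell and 4 rose, also adjusted over the list alone (camera adjusted p = 0.134), with the cell cycle inhibitor Cdkn1a from 440 ± 34.5 to 154 ± 61.2 reads and Bax from 258 ± 20.6 to 552 ± 2.65. Of 16 NF-kB and inflammatory genes, 8 fell and 6 rose, also adjusted over the list alone (camera adjusted p = 0.602), with a median of -0.46, a mean of 0.21 and camera's direction down. The chemokine Ccl2 fell by a log2 change of -4.34 and Mmp9 rose 339-fold from 1 summed read (95% interval 60.5 to 13400). Of 21 unfolded protein response genes, 9 fell and 7 rose, also adjusted over the list alone (camera adjusted p = 0.632), with the chaperone Hspa5 from 3110 ± 154 to 1771 ± 405 reads and the asparagine synthetase gene Asns from 253 ± 10.1 to 579 ± 31.2. Of 13 heat shock genes, 5 fell and 4 rose (4 and 4 adjusted over the list alone, 3 and 4 without LacZ replicate 2; camera adjusted p = 0.862), with 4 and 6 with DESeq2 size factors, where the median went from -0.12 to 0.00, and camera's direction was up. Of 21 cholesterol synthesis genes, 8 fell and 1 rose (1 and 1 adjusted over the list alone; camera adjusted p = 0.32), and the member that rose was Lss (log2 change 1.29). This count was decided by single libraries, with 5 lower and 6 higher without Gα13QL replicate 2 14 lower without Gα13QL replicate 1, and 7 lower and 3 higher with DESeq2 size factors.

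The largest increases by rule were in genes silent in LacZ. Zdbf2, an imprinted gene, reached 307 ± 158 reads (at least 298-fold), Tmem40 270 ± 76.1 (at least 262-fold), Ryr1 269 ± 141 (at least 261-fold), Dyrk4 168 ± 51 (at least 163-fold) and Vil1 155 ± 36.7 (at least 151-fold). Atp8b3 rose 442-fold from 2 summed reads (95% interval 122 to 3660). The largest decreases besides Iigp1 were Col8a1, Pi15, Igf1, the opioid precursor Penk and Lrrn3, with Penk from 627 ± 68.1 to 14.3 ± 4.16 reads.

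Markers of other cell types also gained reads in Gα13QL. Over all members in the table, tested or not, the intestinal markers held 538 ± 159 reads per library, the skeletal muscle markers 668 ± 303, the germ cell and meiosis markers 373 ± 84, the photoreceptor markers 376 ± 110, the epithelial markers 278 ± 114, the liver markers 153 ± 78.6, the neuronal markers 701 ± 202 and the blood cell markers 215 ± 92.7. The olfactory and vomeronasal receptors had 69.7 ± 33.1 reads and the endothelial markers 539 ± 96.2, below their 595 ± 25.5 in LacZ by less than the SD in Gα13QL. Tested members, which the filter favours if they rose, were higher for 6 of 7 intestinal, 9 of 11 muscle (1 lower), 6 of 7 germ cell, 5 of 6 photoreceptor (1 lower), 6 of 9 neuronal (3 lower), 4 of 6 blood cell (2 lower), 5 of 8 endothelial (2 lower) and 3 of 3 epithelial markers, and counts adjusted over the list alone equalled these. Of epithelial markers, 6 of 7 tested were higher without LacZ replicate 1. The liver marker Asgr1 rose 250-fold (95% interval 44.5 to 9920), Olfr212 rose at least 13.3-fold and Olfr1314 fell. Lct reached 169 ± 51.7 reads, the glutamate receptor Grin1 168 ± 52.8, the myeloid integrin Itgam 77.3 ± 30.3 (at least 75-fold) and the endothelial adhesion molecule Pecam1 86.7 ± 30.1. Genes nearly silent in LacZ held 25500 ± 10400 reads per Gα13QL library against 999 ± 32 in LacZ, with 5.3% of reads in 7SK in replicate 2.

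**Figure D2:**
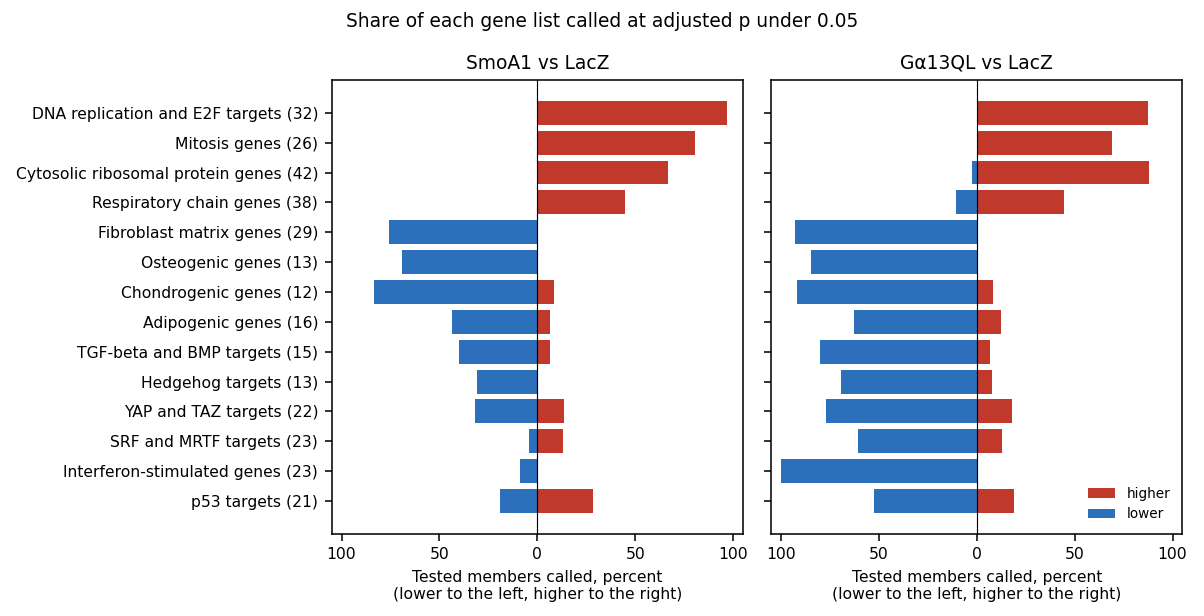
Percent of the tested members of 14 gene lists called lower (left) or higher (right) by limma-voom, with bars for SmoA1 against LacZ and for Gα13QL against LacZ. Replication genes were called higher in both comparisons (31 and 28 of 32), matrix genes lower (22 and 27 of 29), and interferon-stimulated genes lower in 2 and 23 of 23; the median of the SRF list in SmoA1 changed from 0.13 to 0.00 with DESeq2 size factors.

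With limma-voom, 3894 genes were higher in Gα13QL, 4374 were lower and 3317 did not pass. With TMM factors 4082 were higher and 4351 lower, with DESeq2 size factors 4341 were higher and 4086 lower, and the median log2 change of all genes moved from -0.11 to -0.07 and 0.01.

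The comparison of Gα13QL with SmoA1 asked where these libraries differed, which may reflect the introduced proteins or the amount of virus. Interferon-stimulated transcripts, matrix transcripts and the alkaline phosphatases were lower in Gα13QL, and most transcripts for ribosomal proteins were higher. Most tested intestinal, skeletal muscle, germ cell, photoreceptor and epithelial markers, which the filter favours if they rose, were also higher. Neuronal, blood cell and endothelial markers went both ways. All 23 interferon-stimulated genes were lower (median log2 difference -1.89 relative to all genes, also 23 adjusted over the list alone; camera adjusted p = 3.59e-07, adjusted p = 0.358 with an estimated correlation). Of 42 cytosolic ribosomal protein genes 31 were higher and 2 lower, also adjusted over the list alone (camera adjusted p = 1.5e-09, adjusted p = 0.385 with an estimated correlation), with a median of 0.85 relative to all genes.

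Among the study's genes, Gli1 was higher in Gα13QL (log2 difference 2.39, SE 0.51, adjusted p = 0.00339) and Akp3 was lower (-4.82, SE 0.27, adjusted p = 6.89e-06). Alpi and Alppl2 were lower by at least 435-fold and at least 102-fold. All 3 tested phosphatases were thus lower, also adjusted over the list alone, in a list chosen by the study that is not independent evidence. Cebpb and Cebpd were lower (-0.96 and -2.44, adjusted p = 0.024 and 0.0015), and Cebpa and Pparg did not pass (-0.46 and 0.29, adjusted p = 0.325 and 0.132).

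Ifit3 was lower by a log2 difference of -3.97 (SE 0.30), Ifi44 by -4.05 (SE 0.42), Iigp1 by -5.71 (SE 0.38), and the interferon regulator Irf7 by -2.12 (SE 0.46). The list stayed lower without Gα13QL replicate 2 (23 of 23, median -1.63). Of 29 matrix genes 26 were lower and 1 higher, also adjusted over the list alone (camera adjusted p = 3.02e-07, adjusted p = 0.385 with an estimated correlation), with Postn lower by -1.74 (SE 0.13) and Timp1 by -1.34 (SE 0.15). Of 13 osteogenic genes 9 were lower (camera adjusted p = 0.0109, adjusted p = 0.385 with an estimated correlation) and of 12 chondrogenic genes 9 were lower and 1 higher (0.0203, adjusted p = 0.385 with an estimated correlation), both also adjusted over the list alone. Of 23 SRF and MRTF targets 15 were lower and 1 higher (camera adjusted p = 0.0352, adjusted p = 0.687 with an estimated correlation), including the actin nucleator Lmod1 and the cofactor Fhl2 (-1.87 and -1.28), and of 21 p53 targets 13 were lower and 2 higher (0.0438, adjusted p = 0.57 with an estimated correlation), including Cdkn1a (-1.73), both also adjusted over the list alone. Of 15 TGF-beta and BMP targets 10 were lower and 1 higher (11 and 1 adjusted over the list alone; camera adjusted p = 0.0189, adjusted p = 0.385 with an estimated correlation). Spp1 and the pseudokinase gene Trib2 were among the largest decreases by rule (-3.25 and -3.07).

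Replication and mitosis lists did not pass between SmoA1 and Gα13QL. Of 32 replication genes, 3 were higher and 5 lower (2 and 4 adjusted over the list alone; camera adjusted p = 0.539), with 7 higher without Gα13QL replicate 2 and 12 lower without Gα13QL replicate 1. With DESeq2 size factors 9 were higher and 2 lower, which turned the median difference from -0.04 to 0.21. Mcm7 was higher by 1.07 (SE 0.12) and the thymidine kinase gene Tk1 lower by a difference of -1.05 (SE 0.25). Of 26 mitosis genes, 5 were higher and 1 lower, also adjusted over the list alone (camera adjusted p = 0.203), with 6 lower without Gα13QL replicate 1. With DESeq2 size factors 9 were higher and 1 lower, and the median turned from -0.04 to 0.21. For both lists camera's direction was up. Of 38 respiratory chain genes 10 were higher and 9 lower (10 and 7 adjusted over the list alone; camera adjusted p = 0.118), 18 and 3 with DESeq2 size factors, and 3 lower without SmoA1 replicate 3.

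Apart from the markers, whose camera tests are not given, the remaining lists gave no camera call. For the Hedgehog targets (1 higher and 8 lower of 13), Hedgehog machinery (1 and 7 of 17), YAP and TAZ targets (3 and 14 of 22) and Wnt targets (5 lower of 7), the camera adjusted p values were 0.0947, 0.139, 0.0567 and 0.0526. For immediate early genes (5 and 8 of 21), NF-kB and inflammatory genes (5 and 6 of 16), unfolded protein response genes (3 and 8 of 21), heat shock genes (3 and 5 of 13), adipogenic genes (2 and 7 of 16) and cholesterol synthesis genes (1 and 2 of 21) they were 0.684, 0.812, 0.555, 0.867, 0.712 and 0.812. Adjusted over the list alone, 9 immediate early genes and 7 NF-kB genes were lower, 1 cholesterol gene was higher and 0 were lower, and the other counts were the same. For cholesterol synthesis, 13 were lower without Gα13QL replicate 1, and for the adipogenic list, which is not independent evidence, 4 were lower without SmoA1 replicate 2. Without Gα13QL replicate 1, 4 p53 targets and 5 unfolded protein response genes were higher, and without SmoA1 replicate 2, 3 NF-kB genes were higher and 4 lower. With DESeq2 size factors, 6 unfolded protein response genes were higher and 8 lower, 2 cholesterol synthesis genes higher and 0 lower, and 3 SRF and MRTF targets higher and 13 lower, and 2 members each of the Hedgehog targets, Hedgehog machinery, and TGF-beta and BMP targets were higher. The heat shock median of -0.20 went to 0.05 with DESeq2 size factors, and the NF-kB median (-0.42) was opposite to camera's direction. Of tested markers, which the filter favours if they rose, 7 of 7 intestinal, 9 of 11 skeletal muscle, 6 of 7 germ cell, 5 of 6 photoreceptor and 3 of 3 epithelial markers were higher in Gα13QL and 0 lower. Neuronal (6 higher and 3 lower of 9), blood cell (4 and 1 of 6) and endothelial markers (3 and 2 of 8) went both ways, and all these counts were the same adjusted over the list alone. The small nucleolar RNA host gene Snhg7 showed the largest increase by rule, from 88.7 ± 12.5 to 1289 ± 1030 reads (log2 difference 3.51), followed by Zdbf2, Grin1, Rhof, Diras1 and Tmem63c. These increases moved with 7SK, at 3.71 ± 1.5% against 1.32 ± 0.126% of reads.

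With limma-voom, 2463 genes were higher in Gα13QL than in SmoA1, 4355 were lower and 4767 did not pass. With TMM factors 2906 were higher and 3756 lower, with DESeq2 size factors 3370 were higher and 3077 lower, and the median log2 difference of all genes moved from -0.26 to -0.13 and -0.01. The DESeq2 Wald test called 2836 genes lower.

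The changes against LacZ were then compared between SmoA1 and Gα13QL, to ask how far the changed genes were shared. Genes higher in both comparisons numbered 2662, which was 84.9% of those higher in SmoA1 and 68.4% of those higher in Gα13QL, against 1054 for independent calls (odds ratio 33). Genes lower in both numbered 1370, or 96.1% and 31.3%, against 538 (odds ratio 59.3), and 2262 without Gα13QL replicate 2. Across 11585 genes, which are not independent replicates, the log2 changes had a Pearson correlation of 0.891 (Spearman 0.848), a covariance of 1.41 and a slope of 1.58 for Gα13QL on SmoA1. The same 3 LacZ libraries entered both changes, and in 20 simulated draws of unchanged groups with shared controls the correlation averaged 0.504 and the covariance 0.0305, with at most 0 genes called in both. The covariance exceeded the simulated mean, which already holds the shared controls, by 1.38. This could not be checked with separate controls, since 3 controls cannot be divided into separate sets of 2. Of genes called in both, 1535 were higher and 1019 lower in Gα13QL beyond SmoA1 by the test of the difference. Those higher or lower in SmoA1 beyond Gα13QL numbered 47 and 4. Matrix and skeletal genes such as Postn, Timp3 and Sox9 were among those lower in Gα13QL beyond SmoA1.

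**Figure D3:**
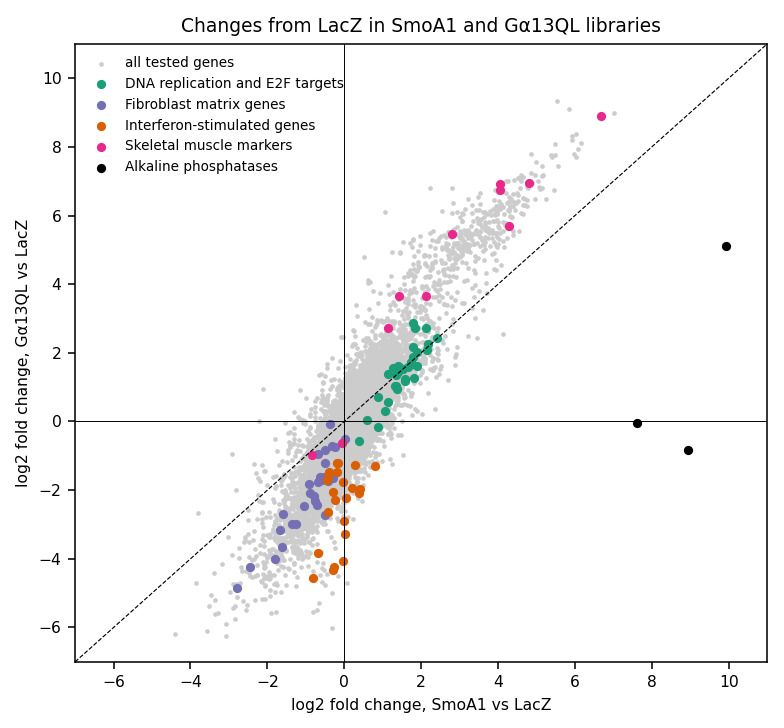
Log2 fold change against LacZ in SmoA1 (horizontal axis) and in Gα13QL (vertical axis) for each tested gene, with 5 gene lists coloured and a dashed line for equal change; fitted values of genes at 0 reads in LacZ depend on the prior count. Pearson correlation across genes was 0.891, replication genes lay above 0 on the horizontal axis and, except for Rrm2 (-0.57) and Tk1 (-0.16), on the vertical axis, interferon-stimulated genes lay lower on the vertical axis, and 2 alkaline phosphatases were high on the horizontal axis only.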

Values the study reported

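The study reports approximately 6700 transcripts increased by SmoA1 and 4900 increased by Gα13QL, with 3900 of these shared, and approximately 3800 and 4300 decreased, with about 3000 shared, at a false discovery rate of 0.2. For Gli1 it gives a 2-fold increase with SmoA1 and a 7-fold increase with Gα13QL. For Akp3 the increases are 4053-fold with SmoA1 and 81-fold with Gα13QL, for Alpi 2527-fold with SmoA1, and for Alppl2 1220-fold with SmoA1. For the adipogenic factors the levels relative to LacZ are 0.29 and 0.25 (C/EBPα), 0.54 and 0.29 (C/EBPβ) and 0.63 and 0.13 (C/EBPδ) with SmoA1 and Gα13QL, and 0.69 for PPARγ with SmoA1. Reads that held a part of the viral polyadenylation signal next to the introduced genes averaged 105 with LacZ, 1.7 with SmoA1 and 29 with Gα13QL, scaled to a common total. Reads that were not of mouse, for the most part from adenovirus, came to 14% with LacZ, 42% with SmoA1 and 65% with Gα13QL. The study lists the viral genes E1b and E3 among them, which it says would point to some recombination to wild-type virus. It saw no cell lysis in its assays.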

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

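The tests of genomic DNA, of genes silent in Gα13QL, of a fixed ratio, of shared controls, of GC content and length, of a common agent, of the chromosomal neighbourhood and of carry-over were chosen after the results were seen, and the tests of scaling, read-through and paralogs before. The tests of other groupings of the libraries were set before their values were seen.

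Interferon-stimulated genes drew attention because the groups differed by a test of the difference itself. All 23 were lower in Gα13QL than in SmoA1, with a median log2 difference of -2.14. A further 10 genes were called in opposite directions against LacZ, with a called difference for each. Chosen after their values were seen, H2-K1 had log2 changes of 0.81 in SmoA1 and -0.44 in Gα13QL, Olfm1 0.79 and -1.20, and Errfi1 -0.60 and 0.36.

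The 6816 genes with under 1 read per library in LacZ held 999 ± 32 reads per library there, 7410 ± 854 in SmoA1 and 25500 ± 10400 in Gα13QL, and 549 of them averaged at least 10 reads in Gα13QL, while of 4549 genes under 1 read in Gα13QL, chosen the same way, 30 did so in LacZ. Scaling could not account for this, since TMM factors ranged only from 0.888 to 1.055 across libraries. Of the 318 called higher in Gα13QL with totals, 100% were also called with TMM factors. Factors this close to each other could hardly have removed such calls, so that the 100% adds nothing (counts of tested genes favour increases, as silent genes passed the filter only through the other groups). Genomic DNA carryover in proportion to transcript length did not account for all of these reads. The top 10% of silent genes held 72.8% of their reads in Gα13QL against 32.3% for counts in proportion to length, a ratio of 2.25. This test cannot exclude carryover as a part of the gain, and reads rose weakly with length (Spearman correlation 0.26). An expressed gene on the same strand ended within 10 kb upstream of 29.9% of gained genes and of 9.14% of other silent genes (odds ratio 4.24, 95% interval 3.24 to 5.52), while the mirrored test downstream, added after the upstream value was known as a measure of local gene density, gave 1.54 (1.03 to 2.24), which is consistent with read-through from upstream neighbours for a part of the genes. A test of one source in a fixed ratio took 657 of the silent genes, above a minimum mean count over the SmoA1 and Gα13QL libraries. Akp3, Alpi and Alppl2 were left out. They broke such a ratio, with 2138, 1275 and 298 summed reads in SmoA1 and 81, 0 and 0 in Gα13QL. For the genes taken, the spread between libraries was 0.42 of that of expressed genes of similar counts (median over 9 library pairs, highest 0.601). For these genes, an outside source of RNA and a change within the cells cannot be told apart. A biological hypothesis is a loss of transcription termination or of silencing in cells that express the introduced proteins or more viral genes, which was not tested here.

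SmoA1 and Gα13QL changed many of the same genes relative to LacZ. Shared controls alone could not give this, as the covariance was 1.41 against at most 0.0325 in simulated draws, and GC content and transcript length, whose fit took up 3.43% and 2.4% of the variance of the changes, left the correlation at 0.892 (0.892 before, on 11424 genes). An agent common to both viruses and the introduced proteins cannot be told apart: the deviation of Gα13QL replicate 2 from the other Gα13QL libraries correlated across genes with SmoA1 minus LacZ (r = 0.36), but that library had been picked because it stood apart on the component that also separates SmoA1 from LacZ, so that the value decides nothing. One hypothesis is that early adenoviral genes, which are known to release E2F factors and to blunt interferon responses, contributed to the replication and interferon transcripts, which was not tested, since adenoviral reads were not used here. Multiplicity of infection rose with the group (8, 10 and 14), and the study describes more adenoviral reads with SmoA1 and the most with Gα13QL, with E1b and E3 among them. Group and amount of virus are therefore confounded in this design.

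Alkaline phosphatase genes held reads in SmoA1, and Akp3 also in Gα13QL. Activation of the chromosomal neighbourhood was unlikely in SmoA1, as the highest ratio of SmoA1 to LacZ reads among the other genes within 100 kb was 1.57 (Dis3l2, 1 of 2 with at least 10 reads), but stayed open for Akp3 in Gα13QL, where the ratio was 3.13 for Dis3l2 and 0.913 for Eif4e2. Carry-over of SmoA1 reads could not explain Akp3 in Gα13QL, since 48.3 Alpi reads would have come with it and 0 were seen (upper end of the exact two-sided 95% interval 3.69). Reads shared between paralogs were limited to 2.15% of 50-base windows. These values do not show whether the reads came from a change at these genes in the cells or from an outside source of RNA. An effect of the introduced protein in libraries labelled SmoA1 remains a hypothesis.

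Other groupings of the libraries were fitted as a test of whether random groups give as many calls. With only the 2 groups compared, the real grouping was the 1 of 10 splits with as many calls, with 6542 for SmoA1 and LacZ, 7550 for Gα13QL and LacZ and 5620 for Gα13QL and SmoA1 against a highest other of 0 by limma-voom, and 10 splits are too few for a share under 0.05. For genes called in both comparisons, the real 4032 was reached in 1 of 100 splits, with a highest other of 2. For gene lists past the camera threshold, the real 50 was also reached in 1 of 100 splits, but the highest other was 47, so that the number of lists that passed carries little weight.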

How the results depend on the processing

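Counts of genes depended on thresholds more than on tools. With a minimum change of 2-fold, 1164 genes were higher and 560 lower in SmoA1, 2206 and 2673 in Gα13QL, 824 and 2029 in Gα13QL against SmoA1, and 1010 and 532 in both, by construction. Genes lower in SmoA1 numbered 2208 with DESeq2 size factors, 2281 at an adjusted p below 0.2 and 2471 with only the 2 groups compared, and genes lower in both numbered 2156 at 0.2 and 2274 with only the 2 groups compared. The DESeq2 Wald test called 2836 genes lower in Gα13QL than in SmoA1. Apart from single libraries left out, all other settings fixed beforehand stayed within 1.5 times the main counts, and for the differences the cause was not tested. The threshold alternatives give no value for the correlation, which was 0.797 with no filter.

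Leaving out 1 library at a time gave 2340 to 4314 genes higher and 984 to 2397 lower in SmoA1, 3654 to 4388 and 3957 to 4855 in Gα13QL, 2123 to 2735 and 3377 to 5083 in Gα13QL against SmoA1, and 2094 to 3515 and 948 to 2262 in both. The correlation ranged from 0.865 to 0.913 and the list tests that passed from 49 to 52. The highest counts for SmoA1 and for both came without Gα13QL replicate 2.

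Of list tests, 0 passed with an estimated correlation and 70 by fry, and NF-kB and inflammatory genes in Gα13QL against SmoA1 reversed direction by fry (adjusted p = 0.0289). Fry tests whether a list moves on balance, not whether it differs from other genes. Of 630 results for named genes 0 reversed, and a minimum change of 2-fold ended 131 calls. DESeq2 Wald tests ended 29 calls and added 20, and DESeq2 size factors ended 26 and added 18. Leaving out a LacZ or SmoA1 library ended 19 to 26 and added 0 or 1. The block for replicate number ended 7 and added 1.

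Libraries with the same replicate number showed no pairing, with correlations of -0.16 to 0.02 between same-number pairs and -0.09 to 0.15 between others. Counted only if it did so in both other groups, 1 of 9 libraries correlated best with its own number. A block for replicate number gave 2964 and 1247 genes for SmoA1, 3803 and 4229 for Gα13QL, 2274 and 4064 for their difference, 2552 and 1200 in both, a correlation of 0.895 and 50 list tests.

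Totals without 7SK and Malat1, and testing without genes nearly silent in LacZ, were added after seeing the data and moved no count by over 1.5 times. Genes with few reads in LacZ, such as Gli1 with 2.67 ± 1.53, allowed only wide intervals at this depth.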

Other observations

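Several gene families outside the fixed lists were chosen after their values were seen, and no enrichment was tested for them. Of all tested genes, 27.1% were higher and 12.3% lower in SmoA1 than in LacZ, and 33.6% and 37.8% in Gα13QL. Of 14 interferon-inducible GTPases, which restrict intracellular pathogens, all 14 were lower in Gα13QL than in LacZ (median log2 change -4.53) and 3 were lower in SmoA1 (8 with TMM factors, 9 with DESeq2 size factors, 9 without Gα13QL replicate 2, and 1 without LacZ replicate 1, SmoA1 replicate 1 or SmoA1 replicate 3). Transcripts for Irgm1 fell from 459 ± 28.6 reads in LacZ to 285 ± 20.8 in SmoA1 and 156 ± 28.4 in Gα13QL, and Igtp had 63 ± 8.19, 46 ± 4.58 and 6.67 ± 0.577 reads, of which the decrease in Gα13QL passed. Of 5 class I histocompatibility genes, 2 rose and 1 fell in SmoA1 and 4 fell in Gα13QL, with H2-K1 rising from 170 ± 6.56 to 300 ± 15.1 reads in SmoA1 and falling to 129 ± 5.13 in Gα13QL. Of 7 chemokines, 4 fell and 1 rose in SmoA1 (5 and 0 with DESeq2 size factors) and 6 fell and 1 rose in Gα13QL. Of 32 collagen genes, 21 fell and 2 rose in SmoA1 and 26 fell and 3 rose in Gα13QL, with Col3a1 at 15300 ± 1000, 5060 ± 574 and 1370 ± 633 reads. Of 7 genes of the insulin-like growth factor axis, 4 fell in SmoA1, and 5 fell and 1 rose in Gα13QL. The 1 increase among chemokines in SmoA1, the 1 in this axis in Gα13QL and the 1 decrease of a class I gene in SmoA1 were each lost when a single library was left out.

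Of 52 histone cluster genes, 46 were higher and 3 lower in SmoA1 and 38 higher and 5 lower in Gα13QL than in LacZ, and 26 were lower and 3 higher in Gα13QL than in SmoA1, although 14 were lower and 7 higher with DESeq2 size factors and 17 were lower without SmoA1 replicate 1. The linker histone Hist1h1b had 197 ± 18, 552 ± 54.5 and 198 ± 129 reads in LacZ, SmoA1 and Gα13QL, with an adjusted p of 0.0209 by limma-voom in SmoA1 and 0.492 in Gα13QL. All 7 small nucleolar RNA host genes were higher in Gα13QL than in LacZ, with Snhg1 at 169 ± 4.16 reads in LacZ and 765 ± 153 in Gα13QL, where 7SK also took 3.71 ± 1.5% of reads. Of 5 translation elongation factor genes, 2 rose in SmoA1, and 3 rose and 2 fell in Gα13QL. Without Gα13QL replicate 2, 4 rose in SmoA1, and without LacZ replicate 1 or 2, 1 fell in Gα13QL. Eef2 rose from 13100 ± 1000 to 22000 ± 595 in SmoA1 and 42800 ± 11400 in Gα13QL, while Eef1a1 fell from 28300 ± 651 to 18500 ± 3420 in Gα13QL.

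At an adjusted p below 0.2, 4412 genes were higher and 2281 lower in SmoA1 than in LacZ by limma-voom. Both are lower than the numbers quoted from the study above. In Gα13QL, 4446 were higher and 5159 lower. The first is lower and the other higher than the numbers quoted from the study above.

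From mean reads, Gli1 was 1.25-fold higher in SmoA1, with a 95% interval by limma-voom of 0.454-fold to 3.12-fold. The ratio is lower than the value quoted from the study above, but the interval includes both that value and no change. The study also describes increased Gli1 transcripts with SmoA1 and with Gα13QL by PCR.

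The ratio of mean reads in SmoA1 to LacZ was 2140 for Akp3 and 638 for Alpi, and for Alppl2, with a nominal 1 read in LacZ as the divisor, it was 99.3. These are lower than the values quoted from the study above. Whether the study took its values from these same counts is not known here. In Gα13QL the ratio of mean reads was 7 for Gli1 and 81 for Akp3. These equal the values quoted from the study above.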
